A study of Mus musculus with 4 samples. Its data were reported in "Protective effects of macrophage-specific integrin α5 in myocardial infarction are associated with accentuated angiogenesis" (2023).

How the data were processed

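Droplet-based single-cell RNA sequencing covered cardiac cells sorted as positive for a Csf1r-driven EGFP reporter and negative for Ly6G. Per the labels, there was 1 baseline library from 3 pooled hearts and 3 infarct libraries of 1 heart each, taken 7 days after coronary occlusion. The deposited values are raw UMI counts per gene and cell, which the authors made with Cell Ranger 3.1.0 and the mm10 3.0.0 reference, keeping the barcodes it called as cells. Everything after these counts was computed here. Gene positions came from a GRCm38 annotation and were used only to place Itga5.

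Cells with 500 to 40000 UMIs and over 200 genes were kept, as were genes found in at least 3 cells, following the filter of the study. Counts were log-normalised, 2000 variable genes were chosen within libraries, and 20 principal components and 25 neighbours were used for Leiden clustering (scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, Python 3.11.15). The resolution was the lowest whose number of clusters came closest to 12. Integrins, Ecm1, Emilin2 and Vegfa were kept out of the clustering genes. The integration package of the study was not used here, and libraries were not integrated. Marker lists for 13 classes were fixed before the data were examined, as were the tests, the integrin list of 27 genes, the rule for named genes and most of the other settings tried. The rule that turns markers into names was set after the clusters of the main clustering had been seen. It required at least 3 markers of a class with a log2 fold over 1 (10 CPM added to both sides) in at least 10% of the cluster's cells. It also required at least 2 of them among the 10 leading genes, and no other class with more.

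Within the infarct libraries, counts were summed per library over a class and over all its other cells, giving 6 sums. They were compared by edgeR 4.0.16 (R 4.3.3) with TMM scaling, the filterByExpr filter, quasi-likelihood tests and the library as a block, at a Benjamini-Hochberg adjusted p of 0.01 over all genes tested. Both sums of a pair come from the same heart, which is where the pairing comes from. Classes with fewer than 20 cells in an infarct library were not tested. For the comparison by Vegfa, mononuclear phagocytes with at least 2000 UMIs were thinned to 2000 UMIs and divided by the presence of a Vegfa UMI, and Vegfa itself was not tested. Cells are not replicates and were never tested as such. Infarct and baseline were compared as CPM of summed counts without mitochondrial genes, with no test, because the baseline is 1 library. Baseline shares and CPM carry exact 95% binomial intervals (scipy 1.17.1), which cover counting error only. Plots were drawn with matplotlib 3.10.9.

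Genes named in the infarct and baseline comparison are the 5 with the highest and the 5 with the lowest log2 ratio, among genes with a mean of at least 50 CPM whose infarct libraries all lie on the same side of baseline. Sex-linked and mitochondrial genes were not ranked. In a class, integrins past the threshold may be named. The cluster led by Gpnmb and Spp1, and the integrins singled out because their calls held with each library left out, were chosen after their values were seen.

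Other settings tried were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, no block, each infarct library left out, macrophages and monocytes as the only comparator, and cells thinned to 2000 UMIs. Clusterings were repeated with doublets removed, without cells over 10% mitochondrial UMIs, with at least 1000 UMIs per cell, projected on the baseline library's components, aimed at 20 clusters, and with all genes allowed. The comparison by Vegfa was repeated at 1000 and 4000 UMIs and without thinning, and 9 further draws and reparative-like cells alone were added after the data were seen. The automatic threshold of Scrublet called 2.18% of baseline cells and 0.0198% or fewer of the cells of each infarct library. The highest-scoring cells up to an expected 8 per 1000 for every 1000 cells were therefore removed, 8.2%, 8.32%, 8.63% and 8.1% of the baseline library and infarct replicates 1, 2 and 3. The tests were tested on simulated data drawn from the sums. The simulated changes were 2-fold or larger, with a common dispersion for all genes and no difference between hearts. Recovery of smaller changes, and what the library block removes, were therefore not measured by it. For proliferative-like cells, 84.5% of 200 changed genes were recovered among 13410 genes, with 0 unchanged genes called. For the comparison by Vegfa, 63.0% of 200 were recovered among 11145 genes, with 2 unchanged genes called. Lists of 8 serous cavity macrophage genes and 8 osteoclast genes were written for tests of explanations.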

Results

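Single-cell RNA sequencing had been performed on CSF1R+ myeloid cells of the mouse heart, sorted from reporter mice in which the Csf1r promoter drives EGFP. The series held 4 droplet libraries in 2 groups. The baseline group was 1 library made from 3 pooled hearts without infarction. The infarct group was 3 libraries of 1 heart each, collected 7 days after coronary occlusion. The deposited tables held 10314 cells and 71093963 unique molecular identifiers (UMIs) for the baseline library. They held 10424 cells with 92005369 UMIs for infarct replicate 1, 10804 cells with 97944428 UMIs for replicate 2, and 10144 cells with 88157753 UMIs for replicate 3. The cell filter kept 10238 baseline cells, with a median of 6398.5 UMIs and 2287 genes per cell. It kept 10396, 10782 and 10117 cells of infarct replicates 1, 2 and 3, with medians of 8556.5, 8469.5 and 8504 UMIs. Values in the baseline library have no replicate, so infarct and baseline are compared without a test, and intervals for the baseline cover counting error only.

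To ask which myeloid populations made up each heart, the 41533 cells of the 4 libraries were clustered together. The clustering gave 13 clusters, of which 10 met the naming rule for 1 of 13 marker lists. Names end in "-like", since they rest on transcripts alone. The named macrophage classes were resident-like (Retnla, Lyve1 and Cd163 among their leading genes), reparative-like (Gpnmb, Gdf15 and Spp1), interferon-response-like (Cxcl10, Ifit3 and Rsad2) and proliferative-like (Mki67, Top2a and Birc5). Monocyte-like, dendritic-like, granulocyte-like, B-cell-like, endothelial-like and fibroblast-like classes were also found. The monocyte-like class was led by Ace, Pglyrp1 and Itgal. There were 3 clusters without a name. Cluster 2 was led by Vcan, Plac8, Chil3 and Ly6c2, and had 6 of the 7 inflammatory markers raised. Plac8 and Ly6c2 are on the monocyte list, so the monocyte-like class need not hold all monocytes. Some other clusterings named an inflammatory-like class. Cluster 3 was led by Saa3, Arg1 and Marco. Cluster 5 had a median of 1001.5 UMIs per cell and was led by haemoglobin genes. No cluster qualified as angiogenic-like in any of 7 clusterings: outside fibroblast-like cells, at most 1 of the 6 angiogenic markers was raised in a cluster. The planned tests of Itga5, Itgb1, Ecm1 and Emilin2 in angiogenic-like cells were therefore not run. The lack of a named cluster does not show that such cells were absent. The rule adds 10 CPM to both sides and asks for 10% of the cells. In the Gpnmb and Spp1 cluster described below, Angpt2, Angptl2 and Angptl4 were at 4.42, 10.2 and 12.1 CPM. Angpt2 and Angptl2 were found in 4.66% and 8.97% of its infarct cells. Markers this low could hardly pass.

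Resident-like cells made up 54.2% of baseline cells (exact 95% interval 53.2 to 55.1) and 0.557% ± 0.137 of infarct cells (mean ± SD, n = 3). Reparative-like cells made up 3.37% of baseline cells (interval 3.03 to 3.74) and 63.3% ± 9.75 of infarct cells. The clustering aimed at 20 clusters moved the resident-like shares and the infarct share of reparative-like cells most. It divided both classes into clusters that mostly carried no name, leaving 20.4% resident-like cells at baseline and 10.1% reparative-like cells in infarcts. The baseline share of reparative-like cells moved most with doublets removed, to 6.46%. Monocyte-like cells were 11.7% at baseline (interval 11.1 to 12.4) and 1.12% ± 0.191 in infarcts. Interferon-response-like cells were 0.85% at baseline (interval 0.681 to 1.05) and 6.0% ± 2.20 in infarcts. The proliferative-like share was 1.77% at baseline (interval 1.52 to 2.04) and 2.62% ± 0.524 in infarcts, with the lowest infarct library at 2.04%. Dendritic-like cells were 2.82% at baseline (interval 2.51 to 3.16) and 4.15% ± 1.37 in infarcts. In these 6 classes the baseline share lay outside the range of the 3 infarct libraries. For dendritic-like cells the direction depended on the clustering, since the baseline share was 4.66% and the infarct mean 4.01% when 20 clusters were aimed at, and 5.63% and 4.14% in cells with at least 1000 UMIs. The baseline share was also above that of every infarct library for endothelial-like cells (1.86% against 0.109% ± 0.0086), B-cell-like cells (1.25% against 0.662% ± 0.351) and cluster 5, the cluster of low UMI number (9.84% against 2.37% ± 0.377). Cluster 2, with the monocyte markers Plac8 and Ly6c2 among its leading genes, held 11.3% of baseline cells and 9.98% ± 5.16 of infarct cells. Cluster 3 held 0.205% of baseline cells, and 13.6%, 1.17% and 9.59% of the cells of infarct replicates 1, 2 and 3. A share could fall because cells left or because other cells became more numerous. It could also fall because the same cells changed the genes that define the class. The shares do not separate these.

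**Figure D1:**
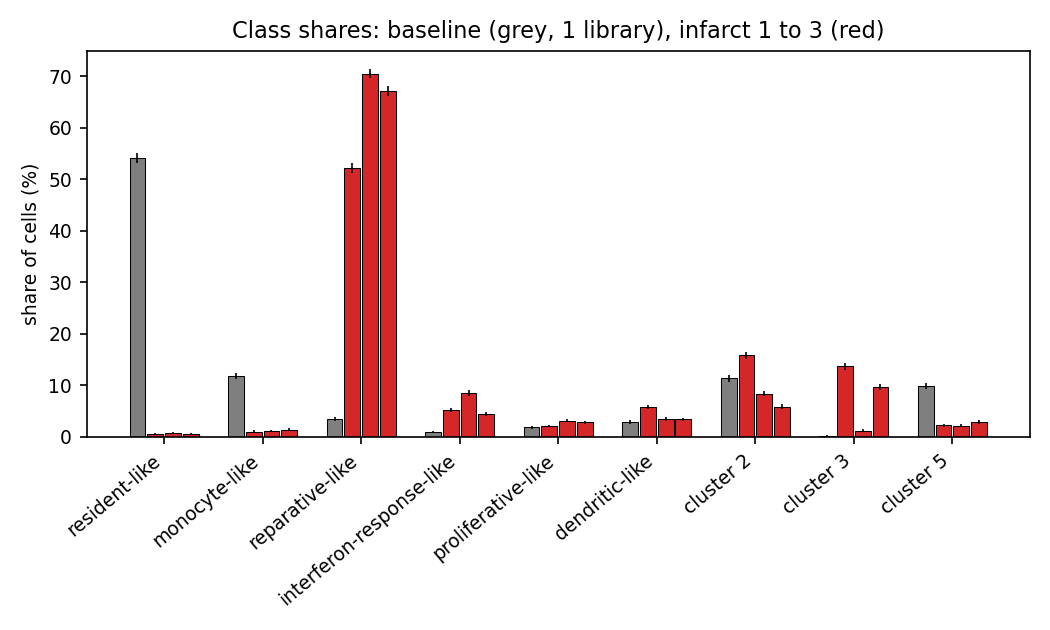
Share of cells in each class (percent) in the baseline library (grey) and infarct replicates 1, 2 and 3 (red, left to right); error bars are exact 95% binomial intervals and cover counting error only. Resident-like cells fall from 54.2% at baseline to 0.557% on average in infarcts, and reparative-like cells rise from 3.37% to 63.3%.

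To ask where Itga5 is expressed in the infarct, UMI counts were summed per library over each class and over all its other cells, and the paired sums were compared within the 3 infarct libraries with edgeR's quasi-likelihood test. Itga5 (ENSMUSG00000000555; mm10 chromosome 15, 103344286 to 103366763, minus strand) encodes the α5 integrin chain. In proliferative-like cells it reached 44.1 ± 7.04 CPM (UMIs of the gene scaled to a common total of the summed counts, SD, n = 3), against 45.7 ± 3.89 CPM in all other cells. The log2 fold change was -0.08 (SE 0.118, Benjamini-Hochberg adjusted p 0.616, higher in 1 of 3 libraries), so no difference was detected; adjusted over the list alone the value was 0.548. The alternative that moved this most left out infarct replicate 2 and gave -0.26 (adjusted p 0.0648), while without replicate 1 the value was 0.03. Across 14 alternatives the adjusted p ranged from 0.0648 to 0.94. Itga5 was higher in interferon-response-like cells (50.8 ± 4.36 CPM, log2 fold change 0.31, SE 0.0611, adjusted p 0.00308, higher in 3 of 3 libraries). That call was kept in 7 of 13 alternatives and lost, for example, without infarct replicate 3 (adjusted p 0.0161) and with doublets removed (0.0448), in a range from 0.000418 to 0.182. In reparative-like cells the difference stayed short of the threshold (47.2 ± 5.05 against 43.7 ± 3.00 CPM, log2 0.21, SE 0.0643, adjusted p 0.0409, higher in 2 of 3 libraries). It passed without infarct replicate 2 (0.00902) and with 20 clusters, where the class was a smaller cluster described below; the range over 14 alternatives was 1.94e-05 to 0.34.

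Itga5 was lower in dendritic-like cells (29.6 ± 4.41 CPM, log2 -0.65, SE 0.0851, adjusted p 5.6e-05, lower in all 3 libraries), and this call held in 14 of 14 alternatives (adjusted p 1.4e-07 to 0.00669). It was also lower in resident-like cells of infarcts (18.4 ± 5.51 CPM, log2 -1.45, SE 0.282, adjusted p 9.46e-06, lower in all 3 libraries). The value rested on 21 Itga5 UMIs, and the call was kept in 10 of 13 alternatives but not without infarct replicate 2 (adjusted p 0.045, the highest of a range from 9.22e-06). In monocyte-like cells Itga5 was at 28.2 ± 12.1 CPM (log2 -0.84, SE 0.236, adjusted p 0.00211, lower in all 3 libraries, 38 UMIs). There the call was kept in 9 of 14 alternatives and lost without replicate 2 (0.0463) and without replicate 3 (0.0713), the latter the highest of a range from 5.03e-05. In granulocyte-like cells the difference stayed short of the threshold (26.2 ± 12.8 CPM, log2 -0.92, SE 0.298, adjusted p 0.0119 in edgeR's test, lower in all 3 libraries, 23 UMIs). It kept its direction in 14 of 14 alternatives and passed in 4 of them, with adjusted p from 0.000281 to 0.218. In B-cell-like cells it did not pass (41.2 ± 4.35 CPM, log2 -0.20, SE 0.195, adjusted p 0.635, lower in all 3 libraries), nor in any of 14 alternatives (adjusted p 0.076 to 0.869). Whether the Itga5 difference itself varied between classes was not tested.

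**Figure D2:**
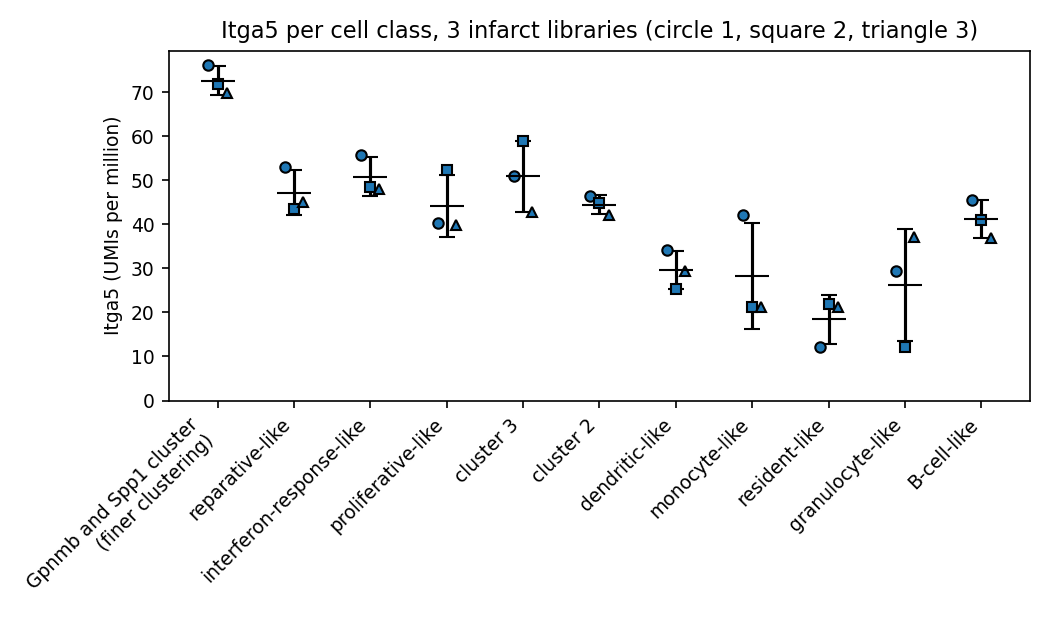
Itga5 (CPM of summed counts) by class in infarct replicates 1 (circle), 2 (square) and 3 (triangle), with the mean and SD (n = 3); the cluster led by Gpnmb and Spp1 comes from the finer clustering and overlaps other classes. Resident-like cells lie lowest at 18.4 CPM on average, proliferative-like cells at 44.1 CPM and the Gpnmb and Spp1 cluster highest at 72.6 CPM.

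The same fits were read for the list of 27 integrin genes in the 8 named classes with enough cells. Of 148 pairs of class and gene tested, 71 passed an adjusted p of 0.01, 25 higher and 46 lower than in all other cells. Adjusted over the list alone, 76 passed. The count fell most, to 45, without infarct replicate 3 and, likewise, without the library as a block. All 45 pairs that passed without the block were among the 71. The integrins given next passed in the full data and in each of the 3 fits that left out 1 infarct library. Reparative-like cells had higher Itga6, Itga9 and Itgb5, and lower Itga4, Itgal, Itgae, Itga1 and Itgb7. Itgb5 was at 333 ± 28.3 CPM in them and 164 ± 14.2 CPM in other cells (log2 fold change 1.12, SE 0.0667, adjusted p 0.000207 in edgeR's test, higher in 3 of 3 libraries). Its log2 fold change ranged from 0.30 to 1.36 and its adjusted p from 2.87e-33 to 0.00588 over the alternatives. Dendritic-like cells had higher Itga4, Itgax, Itgae and Itgb7, with Itgax at 172 ± 27.2 against 34.9 ± 2.07 CPM (log2 fold change 2.29, SE 0.0729, adjusted p 4.52e-10, higher in 3 of 3 libraries). They had lower Itga6, Itgav, Itgam, Itga9, Itga5 and Itgb5. Monocyte-like cells had higher Itga4, Itgal, Itgax, Itgb1, Itgb2, Itgb3 and Itgb7, and lower Itga6, Itga9 and Itgb5. Granulocyte-like cells had higher Itgal, and lower Itga6, Itgav, Itgb1 and Itgb5. In proliferative-like cells Itga4, Itgal, Itgam and Itga9 were lower, and in interferon-response-like cells Itga1 and Itgb7 were lower.

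No cluster met the rule for angiogenic-like cells. After the values had been seen, a cluster was therefore taken from the clustering aimed at 20 clusters, which gave 21. It was the cluster with the most angiogenic genes at 2-fold or more. It held 969, 1120 and 1067 cells of infarct replicates 1, 2 and 3, was named reparative-like and was led by Gpnmb and Spp1. In it, Angpt2, Angptl2 and Angptl4 were 3.60, 2.79 and 3.80 times as high as in all other infarct cells, at 4.42, 10.2 and 12.1 CPM. Vegfa was 1.00 times as high. Itga5 reached 72.6 ± 3.29 CPM in this cluster, against 41.5 ± 3.84 CPM in all other cells (log2 fold change 0.91, SE 0.0518, adjusted p 1.94e-05 in edgeR's test, higher in 3 of 3 libraries). Over 10 alternatives the log2 fold change ranged from 0.87 to 1.13, the latter with each cell thinned to 2000 UMIs, and the adjusted p from 2.51e-26 to 0.00118. Itgb1, which encodes the β1 chain that pairs with α5, was higher by 0.34 (SE 0.0478, adjusted p 0.0011, 430 ± 31.3 against 365 ± 41.9 CPM, 3 of 3 libraries). That call was lost without infarct replicate 3 (adjusted p 0.0189) and without the library as a block (0.0175), in a range from 6.46e-07 to 0.0189. Ecm1 was higher by 0.77 (SE 0.0779, adjusted p 0.000236, 197 ± 4.54 against 125 ± 18.0 CPM, 3 of 3 libraries), with adjusted p of 7.59e-15 to 0.00721 over the alternatives. Emilin2 did not pass (log2 -0.30, SE 0.156, adjusted p 0.164, lower in 2 of 3 libraries) but passed without replicate 2 (log2 -0.55, adjusted p 1.71e-05, the lowest of a range up to 0.606) and with cells thinned (log2 -0.44, adjusted p 0.00733).

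A comparison that used no cluster asked whether Itga5 goes with Vegfa. Each phagocyte of the infarct libraries was thinned to 2000 UMIs, and 288, 198 and 310 cells of replicates 1, 2 and 3 then had a Vegfa UMI. Itga5 was at 57.0 ± 27.5 CPM in these cells and at 44.3 ± 3.62 CPM in the others (log2 fold change 0.28, SE 0.197, adjusted p 0.556 in edgeR's test, higher in 2 of 3 libraries). The value rested on 85 Itga5 UMIs, and no difference was detectable at this depth; adjusted over the list alone the p was 0.234. Leaving out replicate 1 moved it most, to 0.72 (adjusted p 0.0499), and without replicate 3 it was -0.05 (0.982), the ends of its range. In replicate 1, Itga5 was found in 4.51% of cells with a Vegfa UMI and 8.59% of the others. The order was reversed at 1000 UMIs (8.60% and 4.49%), at 4000 UMIs (16.9% and 15.7%) and without thinning (34.1% and 30.3%). Over 9 other draws at 2000 UMIs the log2 fold change of Itga5 was 0.21 to 0.52 (adjusted p 0.126 to 0.736). Of 11109 genes tested, 345 passed, 238 higher and 107 lower, and 1 passed without the library as a block. The count was 190 without infarct replicate 1 and 128 without replicate 2. Of the 16 genes tested among the listed integrins, Ecm1 and Emilin2, 4 passed, and 6 did when adjusted over these genes alone. Emilin2 (log2 1.06, SE 0.120, adjusted p 2.47e-12), Ecm1 (0.72, SE 0.123, 2.91e-06), Itgam (0.65, SE 0.110, 3.58e-06) and Itgb2 (0.62, SE 0.113, 1.62e-05) were higher in 3 of 3 libraries. Without the block none of the 4 passed, with adjusted p of 0.143 for Emilin2, 0.0777 for Ecm1, 0.218 for Itgam and 0.145 for Itgb2. The Itgb2 call was also lost without infarct replicate 1 (adjusted p 0.0268), and it was kept in 5 of 9 other random draws of the thinning and in 11 of 20 alternatives. The Ecm1 call was kept in 8 of 9 draws, and those of Emilin2 and Itgam in 9 of 9. Among reparative-like cells alone the adjusted p was 0.0188 for Emilin2, 0.926 for Ecm1, 0.919 for Itgam and 0.269 for Itgb2. Over all alternatives the adjusted p ranged from 1.66e-14 to 0.143 for Emilin2, 4.56e-07 to 0.926 for Ecm1, 4.54e-12 to 0.919 for Itgam and 1.17e-05 to 0.269 for Itgb2. A Vegfa UMI was found in 1.76% of reparative-like cells (exact 95% interval 1.57 to 1.95) and in 2.31% of B-cell-like cells (0.634 to 5.81), at median depths of 8761 and 10558 UMIs before thinning. B cells serve as the type that should lack the transcript, but only 4 of 173 of these cells set that level. The reparative-like share lay inside their interval, so this comparison cannot tell it from background. The level of Vegfa also differed within the clustering aimed at 20 clusters. There it was at 16.8 CPM in the Gpnmb and Spp1 cluster, and at 1.29 CPM in an unnamed cluster led by H2-Eb1 and H2-Aa. The shares of cluster 2 (6.79%, interval 5.91 to 7.75), cluster 3 (7.85%, 6.77 to 9.05) and granulocyte-like cells (14.5%, 9.93 to 20.2) lay above the B-cell-like interval. In this count, 203 and 175 cells of clusters 2 and 3 had a Vegfa UMI, against 328 reparative-like cells. Itgam and Itgb2 also passed the threshold as higher in clusters 2 and 3. Cells with and without a Vegfa UMI thus differ in class, which the comparison over all phagocytes did not hold constant.

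Between infarct and baseline over all cells, Itga5 was at 45.7 ± 3.57 CPM in infarcts (n = 3) and 27.3 CPM at baseline (exact 95% interval 26.1 to 28.6, 1845 UMIs). The log2 ratio was 0.75, and 3 of 3 infarct libraries were above baseline. TMM scaling moved it most, to 1.03; that scaling also raised the median log2 ratio of genes with a mean of at least 50 CPM from -0.07 to 0.23. Within reparative-like cells, Itga5 was at 47.2 ± 5.05 CPM in infarcts and 41.3 CPM at baseline (interval 35.2 to 48.2, 162 UMIs), a log2 ratio of 0.19. All 3 infarct libraries were above baseline, here and in each of 9 other settings of scaling, cells or clustering, but the infarct mean lay inside the baseline's counting interval, so the difference was within counting error at this depth. The clustering aimed at 20 clusters moved this ratio most, to 0.65, but there the class was only the smaller Gpnmb and Spp1 cluster. Of 13 integrins with at least 10 CPM in a group, 4 were above baseline in all infarct libraries, 7 were below in all, and Itgam and Itgb2 lay on both sides. Those above were Itga6 (log2 1.54), Itgb5 (1.29), Itga5 and Itgav (0.37). Those below were Itgal (-2.37), Itga1 (-2.14), Itga4 (-1.62), Itga9 (-0.85), Itgb7 (-0.68), Itgb1 (-0.49) and Itgax (-0.26), the last of which was 0.02 under TMM scaling. Under TMM scaling, and with the mean of each cell's CPM, 5 integrins were below baseline in all infarct libraries. Vegfa was at 16.9 ± 3.23 CPM in infarcts and 4.98 CPM at baseline (log2 1.76). Its log2 ratio was 2.44 with the mean of each cell's CPM and 2.51 with cells thinned to 2000 UMIs. Ecm1 was at 135 ± 14.7 and 65.2 CPM (log2 1.05). Emilin2 was at 123 ± 42.4 and 135 CPM (log2 -0.13), with 1 of 3 infarct libraries above baseline. Its direction was not stable. The log2 ratio was 0.13 with the mean of each cell's CPM (2 of 3 above), 0.11 without infarct replicate 2 and -0.39 without replicate 1. Not every direction over all cells held within reparative-like cells. There Vegfa was at 11 ± 4.02 CPM in infarcts and 30.1 CPM at baseline (exact 95% interval 24.9 to 36.0, log2 -1.45, with 0 of 3 infarct libraries above baseline), and Itga9 was at 38.7 ± 2.15 and 17.6 CPM (interval 13.7 to 22.3, log2 1.14, 3 of 3 above). Both were chosen after their values were seen.

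**Figure D3:**
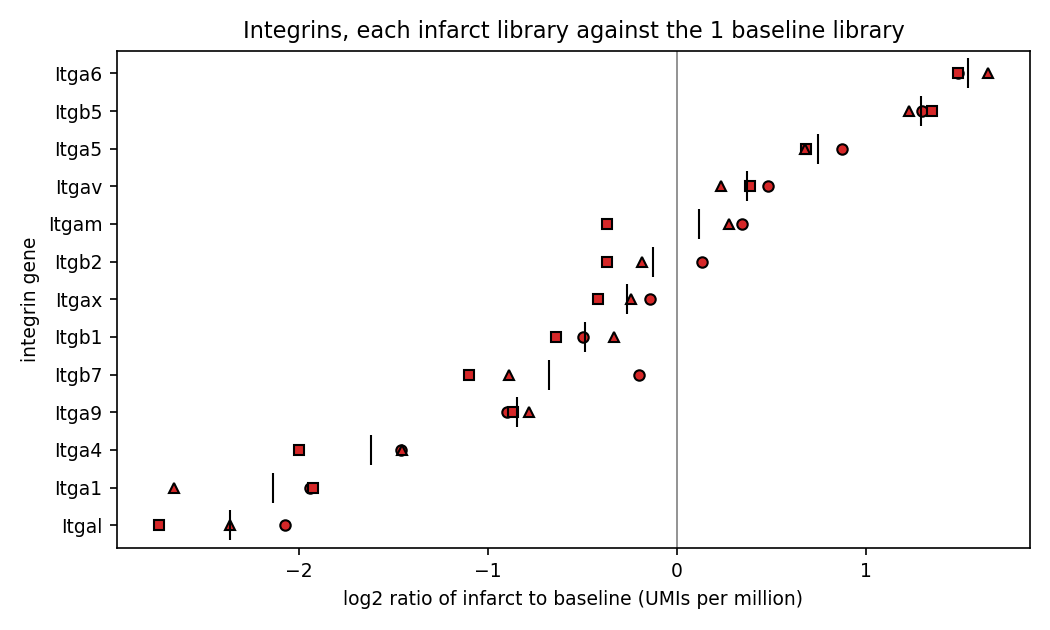
Log2 ratio of infarct to baseline CPM over all cells for the 13 integrins with at least 10 CPM; the bar marks the ratio of the infarct mean, and the circle, square and triangle mark infarct replicates 1, 2 and 3. Itga6 lies highest at 1.54 and Itgal lowest at -2.37; under TMM scaling Itgax moves from -0.26 to 0.02.

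Among 2674 genes with a mean of at least 50 CPM whose infarct libraries all lay on one side of baseline, 1222 were higher and 1452 lower. The 5 with the highest log2 ratio were Arg1 (6.66), Saa3 (6.60), Ifitm1 (3.31), Syngr1 (3.17) and Mmp14 (3.16). With the mean of each cell's CPM these were 7.90, 7.68, 2.20, 3.98 and 3.54, which places Ifitm1 below Syngr1 and Mmp14, and with cells thinned to 2000 UMIs they were 7.92, 7.71, 2.50, 4.24 and 3.50. Saa3 varied most between hearts, at 1317, 64.2 and 543 CPM in infarct replicates 1, 2 and 3 against 6.60 CPM at baseline, and its ratio was 5.52 without replicate 1. The 5 with the lowest ratio were Retnla (-5.21), Cd163 (-5.00), Lyve1 (-4.75), Mgl2 (-3.82) and Cbr2 (-3.35). Retnla was at -5.80 without replicate 1, and Lyve1 at -5.43 without replicate 3. These 5 are among the leading genes of the resident-like class, Saa3 and Arg1 lead cluster 3, and Syngr1 is among the leading genes of the reparative-like class, so these ratios and the shares of those cells are not separate measurements.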

Values the study reported

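The study analysed 8,751 cells of control hearts and 27,184 cells of infarcted hearts, and divided them into 12 clusters. For Itga5 it gave a log2 fold change of 2.82 in the cluster it named angiogenic macrophages relative to the remaining clusters. In proliferative macrophages the corresponding value was 1.27. Between infarct and control, it gave a log2 ratio of 0.54 for Itga5 in reparative macrophages.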

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

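Both tests in this part were chosen only after the result was seen. Xist, which is transcribed from the inactive X chromosome of females and was in no planned comparison, reached 766 CPM in infarct replicate 3 (65369 UMIs, in 93.2% of cells). It was at 0.074 CPM in the baseline library, and at 0.0679 and 0.0426 CPM in infarct replicates 1 and 2. The labels do not give the sex of the animals. Y-linked genes summed to 0.129 CPM in infarct replicate 3 (11 UMIs), and to 192, 157 and 135 CPM in the baseline library and infarct replicates 1 and 2. The other 3 libraries held too little Xist to be its source, whatever their Y-linked level. Female cells or free RNA from elsewhere added to a male heart would have left the Y-linked transcripts of that heart, and at 0.129 CPM these argue against such mixing. Whether the library is of the heart its label names was not tested. A candidate explanation is that the heart of replicate 3 came from a female and the others from males. Differences between infarct replicate 3 and the other replicates therefore may include sex, which the design cannot separate from the animal.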

How the results depend on the processing

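Removing doublets by score, the further draws, reparative-like cells alone, and every fit of the Gpnmb and Spp1 cluster were chosen only after the result was seen. No paired analysis of infarct against baseline was possible, because the baseline is 1 pooled library of 3 hearts without infarction. The class comparisons pair both sums of each heart. Without the replicate block, 45 of the 71 integrin calls passed, and the log2 fold change of Itga5 in proliferative-like cells kept its side of the threshold. Leaving out 1 infarct library gave from 45 to 65 integrin calls, and fewer libraries were fitted. For Itga5 these fits gave log2 fold changes from -0.26 to 0.033 in proliferative-like cells and from -0.047 to 0.72 in cells with a Vegfa UMI. Both ranges cross 0, and neither comparison passed the threshold under any alternative.

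Class shares depended most on the clustering, and the cause was not tested beyond the settings themselves. Aiming at 20 clusters gave baseline shares of 20.4% resident-like, 1.83% reparative-like, 21.2% monocyte-like and 4.66% dendritic-like cells. It gave infarct means of 0.171% resident-like, 10.1% reparative-like, 2.28% monocyte-like and 8.41% interferon-response-like cells. Removing doublets gave baseline shares of 62.6% resident-like, 6.46% reparative-like and 12.6% monocyte-like cells. Removing cells over 10% mitochondrial UMIs gave 59.1% resident-like, 23.3% monocyte-like and 0.508% interferon-response-like cells at baseline, and 2.76% monocyte-like cells in infarcts. Requiring 1000 UMIs gave baseline shares of 59.4% resident-like, 3.92% reparative-like, 5.63% dendritic-like and 0.578% interferon-response-like cells. Projection on baseline components gave 52.0% resident-like, 4.86% reparative-like, 10.2% monocyte-like and 1.06% interferon-response-like cells at baseline, and 0.864% resident-like cells in infarcts. In each of these settings resident-like and monocyte-like cells were fewer, and reparative-like and interferon-response-like cells more, in infarcts than at baseline. With all genes allowed, no cluster was named interferon-response-like. An inflammatory-like class made up 9.41% of baseline and 9.85% of infarct cells with doublets removed, and 11.9% and 16.9% under projection. It made up 1.77% and 8.87% with 20 clusters aimed at, and 12.1% and 18.8% with all genes allowed.

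The infarct to baseline log2 ratio of Itga5 over all cells was 0.90 with the mean of each cell's CPM and 1.03 with TMM scaling. In reparative-like cells it was 0.39 and 0.37 under these settings. With 20 clusters aimed at it was 0.65, in the smaller Gpnmb and Spp1 cluster alone. TMM scaling, which moved the median of genes with a mean of at least 50 CPM from -0.07 to 0.23, also reversed Itgax to 0.020. The cause was not tested. Counts of genes past the threshold differed by over 1.5 times in several fits. For proliferative-like cells, 3306 genes passed, against 1948 without replicate 1, 1576 without replicate 3 and 1948 with cells thinned. For the Gpnmb and Spp1 cluster, 3777 passed, against 2509 without the block, 1427 without replicate 3 and 2077 with cells thinned. For cells with a Vegfa UMI, 345 passed, against 1 without the block, 148 with the DESeq2 Wald test, 190 without replicate 1, 128 without replicate 2, 106 in reparative-like cells, 156 at 1000 UMIs, 77 without thinning and 138 to 357 over 9 other draws. Over all settings, the results whose changes are printed here had 29 values that moved, 2 reversed, 2 weaker and 144 the same. Among single genes, integrin counts of single classes and the shares of smaller classes, 26 values moved, 1 reversed (Itgax), 20 were weaker, 2 stronger and 355 the same. Of the integrin ratios of infarct to baseline, only those whose infarct libraries all lay on one side of baseline could be counted as reversed. Of the integrins on both sides, Itgb2 also changed sign under TMM scaling (from -0.13 to 0.16), as did Itgam without infarct replicate 1 (from 0.12 to -0.013). The planned angiogenic-like comparisons were not run under any setting.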

Other observations

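The tests of cell depth and of other splits of the sums were chosen only after the result was seen, and the Gpnmb and Spp1 cluster was itself chosen after its values were seen. Itga5 was higher in that cluster, whose cells were deep (median 11610 UMIs). With the removed doublets left out of the sums the log2 fold change was 0.96, and with every cell thinned to 2000 UMIs it was 1.13, which argues against doublets and depth as its cause. Removed doublets made up 7.74%, 6.25% and 7.59% of the cluster in infarct replicates 1, 2 and 3, and 8.32%, 8.63% and 8.1% of all cells. A biological difference between these cells and other reparative-like cells may remain, as a hypothesis. The cluster had higher Angpt2, Angptl2 and Angptl4 but not Vegfa, and no functional measure of vessel growth was used here.

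Of the 10 splits of the 6 sums into equal groups, 1, the real one, gave as many genes past the threshold for proliferative-like cells, and likewise 1 of 10 for the Gpnmb and Spp1 cluster and 1 of 10 for cells with a Vegfa UMI. The real splits gave 3306, 3777 and 345 genes, and the other splits at most 0, 0 and 3. Proliferative-like cells and the Gpnmb and Spp1 cluster were themselves found by clustering on expression in these same cells. Large counts in their real splits were therefore built in, and this comparison says little about them. Of the 10 splits 4 part the sums of every heart, and the other 3 of these also gave at most 0, 0 and 3. With 10 splits the share cannot go under 0.1, so it could not have passed a threshold of 0.05. At an unadjusted p under 0.05, 1708 genes passed in the real split for Vegfa.

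Cluster 3 held 13.6%, 1.17% and 9.59% of the cells of infarct replicates 1, 2 and 3. Of 8 genes written beforehand for macrophages of the serous cavities, 6 had over 3 UMIs in cluster 3 and were at least 2-fold higher there than in other macrophages and monocytes in each infarct library. Tgfb2 was also at least 2-fold higher in each, but had 3 UMIs in cluster 3 of infarct replicate 2. The most abundant were Icam2 (54.8, 90.1 and 76.0 CPM), Lbp (25.8, 36.2 and 45.2 CPM) and Selp (21.7, 32.8 and 38.2 CPM). All 8 also had UMIs in the other macrophages, at 0.113 to 7.42 CPM, and none was kept out of the clustering. Summed over all cells without use of clusters, the list was at 31.9, 13.6 and 36.7 CPM, a ratio of 2.70 between highest and lowest, which argues against a cluster boundary drawn differently in 1 library. Cavity macrophages carried along with the heart may therefore be a source of part of cluster 3. The list reached 160, 223 and 223 CPM in cluster 3 of infarcts and 1440 CPM in the 21 baseline cells of that cluster, so the infarct cells need not all be of that kind. Whether such cells belong to the infarct or to its dissection was not tested.

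Ctsk, an osteoclast gene, led the proliferative-like cluster. Cells with at least 2000 UMIs were thinned to 2000 for this test. In infarct replicate 2, 47 of these proliferative-like cells had at least 5 UMIs of the osteoclast list, and 27.7% of them were cycling, against 93.9% of the 277 others of that depth. Infarct replicates 1 and 3 had 2 such cells each, with 0 cycling. The merging of cycling cells with osteoclast-like cells may explain the leading gene. Removed doublets numbered 0 of the 47, against 8.63% of all cells in that library, which argues against doublets that the score can find as the whole cause. The 47 cells were deep, with a median of 29014 UMIs against 15133 in the 277 others, which goes with doublets, so doublets that the score misses stay open. The most abundant list genes in the 47 cells were Ctsk (9227 CPM), Acp5 (6929 CPM), Mmp9 (2448 CPM) and Atp6v0d2 (1097 CPM), and Calcr had 0 UMIs. Acp5 was also at 106 CPM in reparative-like cells of that library, and Mmp9 is on the granulocyte list too. Itga5 was at 51.3 CPM in the 47 cells and 52.4 CPM in the 277 others.

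The log2 fold change of Itga5 in proliferative-like cells was -0.08. That is lower than the value quoted from the study above. The log2 fold change of Itga5 in the Gpnmb and Spp1 cluster was 0.91. That is lower than the value quoted from the study above for angiogenic macrophages, and the cells need not be the same. The log2 infarct to baseline ratio of Itga5 in reparative-like cells was 0.19, and 0.65 with 20 clusters aimed at. The former is lower and the latter higher than the value quoted from the study above. The latter covers only the Gpnmb and Spp1 cluster, which held 10.1% of infarct cells. The study's reparative cluster held the majority of CSF1R+ infarct cells, so the populations differ. The study compared single cells after integration, so cell assignment and test both differ. Its cluster values set a cluster against all other clusters, with no stated limit to infarct cells. The class comparisons here used infarct cells alone, so the comparator may differ too. The study also analysed fewer cells than its stated filter kept here, which were 10238 baseline and 31295 infarct cells. Which cells the study left out is not known here.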
